A study of Mus musculus with 18 samples. Its data were reported in "MiR-146a wild-type 3′ sequence identity is dispensable for proper innate immune function in vivo" (2019).

How the data were processed

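RNA was measured in 18 libraries of mouse bone marrow-derived macrophages (BMDMs), cells grown from marrow in M-CSF, which fall into 6 groups of 3 biological replicates. The groups are wild-type (WT) mice, mice without miR-146a (KO) and mice whose miR-146a keeps its seed, nucleotides 2 to 8, while part of its 3′ region is altered (3F). BMDMs of each genotype were left resting or exposed to 1 ng/ml LPS for 16 h. The mice are of mixed 129 and B6 background. Total RNA was depleted of ribosomal RNA and made into directional libraries.

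The deposited table holds raw counts, whole numbers of reads per gene, for 21734 protein-coding genes in the 18 libraries, and an exon length for each gene that was used here to match genes by length and to give counts per kb of exon. The authors trimmed adapters with cutadapt, removed reads of ribosomal DNA, aligned the remaining reads to the mouse genome build mm10 with HISAT2 and counted them per gene of the Gencode M15 annotation with featureCounts. Because the table lists protein-coding genes alone, the mature and primary transcripts of miR-146a itself were not analysed here, and neither were the proteome measurements of the study. Positions of genes come from Ensembl's annotation of the same build, in which 21679 gene IDs were found and 55 were not.

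Total counts ran from 4071084 to 19818043 per library, a 4.87-fold range. A gene with 3 counts or fewer in every library of a group was treated as being at the floor, and a fold change against such a group was computed against 3 counts per library and is given as a lower bound. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates of a group were compared by a chi-square test of their counts to check that none was a second copy of another, and each pair differed by more than sampling noise.

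Counts were analysed in R 4.3.3. Genes were kept by the filterByExpr function of edgeR 4.0.16 with the 6 groups, which left 11357 genes. Counts were scaled by TMM, giving factors from 0.812 to 1.15, and all 18 libraries entered one edgeR quasi-likelihood fit with a coefficient for each group and no covariate. The 11 comparisons were the LPS response in each genotype, the 3 pairs of genotypes in each state, and 2 interactions that ask whether the LPS response of KO or of 3F differs from that of WT. Tests were two-sided. P values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM stands for counts per 1000000 of TMM-scaled library size, and means are given with their SD over 3 libraries. With 3 libraries against 3 the smallest p that an exact permutation of labels can reach is 0.1, so gene tests rest on the fitted model.

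Predicted targets were genes whose longest annotated 3′ UTR holds a 7mer or 8mer match to the seed of miR-146a, and the background was genes without a 6mer match there. Their log2 fold changes were compared across genes by a rank-sum statistic with a permutation p from 100000 resamples, adjusted over 4 comparisons. The study's own target predictions were not used here. The shift of 3F along the KO effect was the slope of the 3F to WT log2 fold change on the KO to WT log2 fold change across genes called in KO against WT. Both use the same WT libraries, so the slope was set beside 30 simulations from the fitted model in which 3F had no effect. Lists for TLR4 signalling (27 genes), inflammatory cytokines (30), the interferon response (28) and proliferation (26) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation beside it, in 6 comparisons. Il6, Tnf and Il1b stand in the cytokine list as well as being named on their own, and Irak1 and Traf6 likewise in the TLR4 list. The signs of the interactions of 16 genes that the study followed up from its protein measurements were compared with the direction of the protein change by an exact binomial test.

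The comparisons, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined, except that the first lines of a count table had been seen before the lists were written, and Cdc45, seen there, was left out of the proliferation list. The rule names Irak1, Traf6, Il6, Tnf, Il1b and the 16 protein candidates whatever they show. It also names, for the LPS response in WT, each genotype comparison and each interaction, up to 3 genes higher and 3 lower with the largest absolute log2 fold change among called genes that have an average log2 CPM of at least 1 and no overlap between the libraries compared. No overlap between 3 libraries and 3 arises by chance for 10% of genes. 1 gene that meets this rule is not reported here. Any other gene named below was chosen after its values were seen.

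The procedure was tested on simulated data with 198 changed genes of 11235, of which 157 were called (79.3%, and 91.0% of those with a 4-fold change) together with 3 unchanged genes. For the interaction 117 of the 198 were called, with 5 unchanged genes, and 2 comparisons simulated without any change gave 0 calls.

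Alternatives were DESeq2 1.42.0, limma-voom with a quality weight for each library, the normalization of DESeq2 within edgeR, no filter on low counts, at least 10 counts in every library, counts thinned to the shallowest library, a fit of the compared groups alone, a block for replicate number and the removal of each library in turn. For predicted targets they were other site types, a background matched on 3′ UTR length and expression, a minimum average log2 CPM of 4, camera and fry. Replicate numbers were taken from the labels. Within a genotype, genes that differ between animals paired the resting and the LPS library of the same number better than any other matching. This held in each of the 3 genotypes, so a block of animals was used for LPS responses and interactions. It rests on 12 genes in WT, 23 in KO and 22 in 3F, while r over all 8693 genes ran from −0.11 to 0.44. The labels do not say that a number is an animal, so an animal here means a replicate number within a genotype. The numbers did not pair libraries across genotypes. A covariate for sex was not run, because the summed log2 CPM of 4 Y-linked genes was 7.76 or more in every library and its range of 1.14 was below the limit of 3 set for it. As possible sources of other signal, marker lists for macrophages, neutrophils, dendritic cells, osteoclasts, stromal cells, lymphocytes, mast cells or basophils, and erythroid cells were examined.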

Results

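Gene expression was measured by RNA sequencing in BMDMs of WT, KO and 3F mice, resting or after LPS, with 3 libraries in each of the 6 groups. The series asks whether a miR-146a that keeps its seed but pairs poorly through its 3′ part still acts as the WT microRNA does in macrophages. Resting WT replicates 1 to 3 held 13556525, 11527436 and 9199984 counts, and the WT replicates with LPS held 15171318, 14398457 and 15338140. Resting KO replicates held 14757885, 12147847 and 9147879 counts, and KO replicates with LPS held 16269659, 17008030 and 15848167. Resting 3F replicates held 15896679, 15824426 and 4071084 counts, and 3F replicates with LPS held 14470981, 19818043 and 7995881. Lyz2 had the highest count in every library and took 3.05% to 6.10% of the counts. The labels name no sequencing or library batch.

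The first principal component of log2 CPM held 61.8% of the variance and the second 10.2%. On the first component the resting WT and 3F libraries lay between −62.4 and −51.9, and the WT and 3F libraries with LPS between 17.4 and 43.6. Resting KO replicates 1 and 2 lay at −28.2 and −31.5, while resting KO replicate 3 lay at 19.7. KO libraries with LPS lay between 58.8 and 70.6. Resting 3F replicate 3 stood apart on the second component, at 50.3. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 7.19, for resting KO replicates 1 and 2, to 114, for resting KO replicates 1 and 3. The biological coefficient of variation was 0.184.

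**Figure D1:**
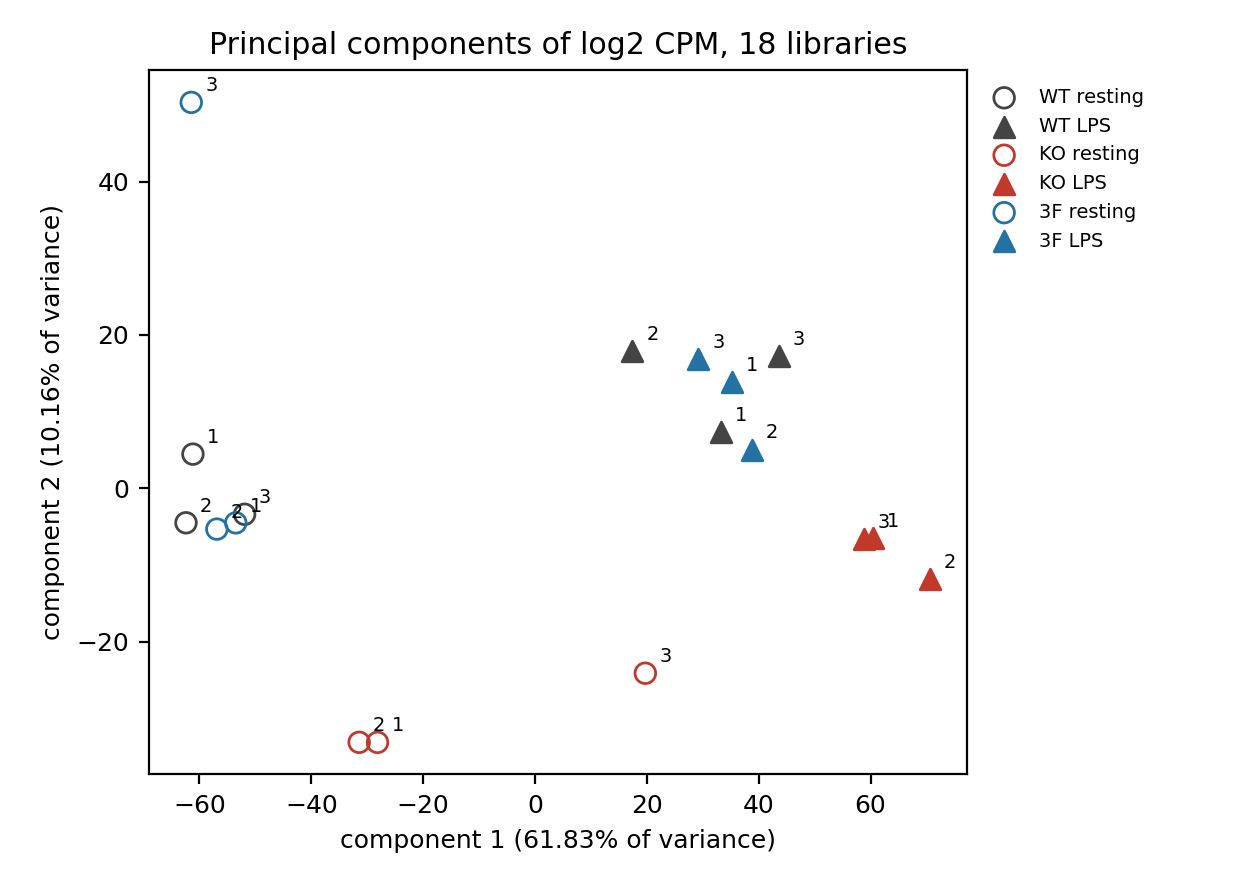
Each point is a library, placed by its first principal component (horizontal axis, 61.8% of variance) and its second (vertical axis, 10.2%) of log2 CPM, with open circles for resting and filled triangles for LPS libraries, colours for genotypes and replicate numbers beside the points. Resting KO replicate 3 sits at 19.7 on the first component, beside the WT and 3F libraries with LPS.

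miR-146a itself was not analysed here, so the change made to the gene was not checked in these counts. Irak1 (ENSMUSG00000031392, chromosome X, 74013914 to 74023918) and Traf6 (ENSMUSG00000027164, chromosome 2, 101678429 to 101701669) are the 2 targets that the study names as established, and both carry 8mer matches to the seed in their 3′ UTR. After LPS, Irak1 stood at 53.7 ± 8.22 CPM in WT, 59.1 ± 5.95 in KO and 59.4 ± 5.73 in 3F (SD, n = 3 each). Traf6 stood at 45.4 ± 5.47 CPM in WT, 56.1 ± 3.03 in KO and 59.0 ± 5.76 in 3F (SD, n = 3 each). The log2 difference between KO and WT with LPS was 0.14 ± 0.18 (SE) for Irak1, with an adjusted p of 0.766, and 0.31 ± 0.16 for Traf6, with an adjusted p of 0.332. Neither gene was called in any of the 11 comparisons. Adjusted over the list alone, Traf6 passed in 3 comparisons. It was higher in resting KO than in resting 3F by 0.45 ± 0.16 with an adjusted p of 0.0699 over all genes and 0.0237 over the list alone, with 3 of 3 KO libraries above every 3F library. The LPS response of 3F was 0.41 ± 0.16 (0.0631 over all genes, 0.0429 over the list alone). It exceeded that of WT by 0.57 ± 0.22 (0.975 over all genes, 0.0426 over the list alone). All 3 results use the resting 3F libraries, in which Traf6 ran from 32.8 to 49.9 CPM. With LPS, Traf6 was higher in 3F than in WT by 0.38 ± 0.16 (0.0578 over the list alone), and this difference enters the 0.57 as well. Its difference between resting 3F and WT went from −0.19 to −0.03 when resting 3F replicate 3 was left out. The 3 results therefore lean in part on that library. DESeq2 moved these results most, calling 1 of them, Traf6 in resting KO against 3F. The same call appeared when resting WT replicate 1 was left out.

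The LPS responses show how strongly BMDMs of each genotype react. In WT 3240 of 11357 genes were called, 1847 higher and 1393 lower with LPS. In KO 3059 genes were called, 1627 higher and 1432 lower, and in 3F 3546, of which 1951 were higher and 1595 lower. About 568 genes would reach an unadjusted p under 0.05 by chance in each comparison. All of the 2225 genes called in both WT and KO changed in the same direction, as did all of the 2464 called in both WT and 3F and 2019 of the 2021 called in both KO and 3F. Quality weights in limma-voom moved these counts most, to 6073 genes in KO. Without resting KO replicate 3 the count in KO was 4037.

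The genes named for the LPS response in WT had no overlap between resting and LPS libraries. Il12b had 0 counts in the 3 resting WT libraries and 6.52 ± 3.95 CPM (SD, n = 3) with LPS, so it was at least 27.4-fold higher (adjusted p 0.000157). Cd38 rose by 7.93 ± 0.63 (log2, SE) with an adjusted p of 2.7e-07, a size set by 7 counts in resting WT replicate 1, since the other resting WT libraries held 0 and without that replicate the fitted value was 12.25, and Ccl5 rose by 7.91 ± 1.03 with an adjusted p of 3.68e-05. Fosb fell to 3 counts or fewer in each LPS library and was at least 32.7-fold lower (adjusted p 7.02e-06). Slco2b1 changed by −4.67 ± 0.56 (adjusted p 1.78e-05) and Gpr34 by −4.52 ± 0.66 (adjusted p 0.000115).

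KO was compared with WT to measure what the loss of miR-146a changes. In resting BMDMs 1067 genes were called, 582 higher and 485 lower in KO, and with LPS 544, of which 215 were higher and 329 lower. The counts at an unadjusted p under 0.05 were 2671 and 2041. Of the genes called, 274 were called in both states, all in the same direction. Among the 1067 genes 754 were also called for the LPS response in WT, and 736 of these changed in KO in the direction in which LPS moves them in WT. Both comparisons use the resting WT libraries, which by itself favours one direction. The LPS response in 3F shares no library with KO against WT, and of the 699 genes called in both, 678 changed in the same direction, a count added after the first had been seen. Resting KO replicate 3 contributed to this set. Without it 815 genes were called in resting BMDMs, 609 of them among the 1067. Quality weights gave 2259 genes in resting BMDMs and a fit of the compared groups alone gave 380, of which 120 were higher and 260 lower in KO. With LPS, quality weights gave 890 higher and 887 lower. Without resting WT replicate 2 the count was 401 and without resting WT replicate 1 it was 590. With LPS the count was 251, 185 or 355 without KO replicate 1, 2 or 3, and 189 without WT replicate 2.

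Plekha7 (ENSMUSG00000045659, chromosome 7, 116123485 to 116308376) had at most 1 count in each WT library and was at least 35.5-fold higher in resting KO and at least 59.9-fold higher in KO with LPS (adjusted p 6.91e-07 and 1.03e-07). Trim12a (ENSMUSG00000066258, chromosome 7, 104299894 to 104315466) had 0 counts in resting KO libraries against 13.1 ± 1.15 CPM in resting WT (SD, n = 3), at least 52.1-fold lower, and was at least 157-fold lower with LPS (adjusted p 5.72e-08 and 2.97e-09). Trim5 was at least 15.1-fold lower in resting KO and at least 39.4-fold lower with LPS (adjusted p 1.9e-06 and 9.07e-08). Trim12a and Trim5 lie in a cluster of 10 Trim copies. How alike these are in sequence was not measured here, so which copy the reads came from is uncertain. Mns1 changed by −3.17 ± 0.63 in resting KO (adjusted p 0.00602) and by −3.14 ± 0.76 with LPS (adjusted p 0.0266). The call with LPS was lost when any of 5 of the 6 libraries was left out, with adjusted p values up to 0.113, without WT replicate 2.

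Other large differences varied between animals or were lost without 1 of them. Slfn1 was higher in resting KO by 7.30 ± 1.79 (adjusted p 0.0177) and Ifit1bl1 by 6.68 ± 1.54 (adjusted p 0.013). Without resting KO replicate 3 these were 2.73 (adjusted p 0.301) and 2.16 (adjusted p 0.198). With LPS, Gbp2b was higher in KO by 9.93 ± 2.26 (adjusted p 0.0199), but KO replicate 1 held 0.758 CPM against 659 and 540 in replicates 2 and 3, and the adjusted p was up to 0.109 when a single library was left out. Chil1 was at least 164-fold higher in KO with LPS (adjusted p 0.0269), at 103 CPM in replicate 3, 1.09 in replicate 2 and 0.207 in replicate 1. Without KO replicate 3 the fitted difference for Chil1 was 1.91 (adjusted p 0.543), and DESeq2 gave an adjusted p of 1.

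3F was compared with WT to measure what altering the 3′ part of miR-146a changes. In resting BMDMs 0 genes were called, with 557 at an unadjusted p under 0.05 where chance gives about 568. That number was 1324 without resting WT replicate 1, 1363 without resting 3F replicate 1 and 171 without resting WT replicate 2. Quality weights gave 1634, so the nearness to chance depends on the libraries and the method. With LPS 1 gene was called, with 106 at an unadjusted p under 0.05, well below the number that chance gives. DESeq2 called 2 genes in each state, and no alternative called more for 3F against WT.

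KO was also compared with 3F, which differ from each other in whether any miR-146a seed is made. In resting BMDMs 1464 genes were called, 771 higher and 693 lower in KO, and with LPS 441, of which 172 were higher and 269 lower. Of the genes called in KO against WT, 823 were called here in resting BMDMs and 351 with LPS, all in the same direction, though both comparisons use the same KO libraries. A fit of the compared groups alone gave 10 genes in resting BMDMs and 1665 with LPS, and quality weights gave 2916 and 1842. With LPS the directions were then nearly even, at 835 higher and 830 lower for the compared groups and 937 and 905 for quality weights. Without resting 3F replicate 3 the resting count was 735, without resting KO replicate 3 it was 930, and the count with LPS ranged from 142, without KO replicate 2, to 312 over the 6 libraries left out. Trim12a and Trim5 were at least 48.7-fold and at least 15-fold lower in resting KO than in resting 3F, and at least 167-fold and 42.0-fold lower with LPS. Plekha7 was at least 49.4-fold higher with LPS. Gm14085 was higher by 6.12 ± 0.67 (adjusted p 8.53e-05) and Gbp2b by 10.71 ± 2.42 (adjusted p 0.0222, but from 0.0638 to 0.0982 without any 1 of 4 of the 6 libraries) with LPS, and Dppa3 changed by −3.00 ± 0.56 (adjusted p 0.00701). In resting BMDMs Kif21a was at least 18.6-fold lower in KO (adjusted p 0.0174), an adjusted p that was 0.0567 without resting KO replicate 1. Its counts ran from 5 to 125 in resting 3F libraries and from 1 to 117 in resting WT libraries. Low levels were therefore not confined to KO, where counts were 1 to 2. Mx1 (6.16 ± 1.36, adjusted p 0.0107), Ifit1bl1 (6.14 ± 1.52, adjusted p 0.0178) and Ifi205 (5.97 ± 1.41, adjusted p 0.0142) were higher in resting KO. Without resting KO replicate 3 these differences were 2.23, 1.65 and 2.63, and none of the 3 was called.

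**Figure D2:**
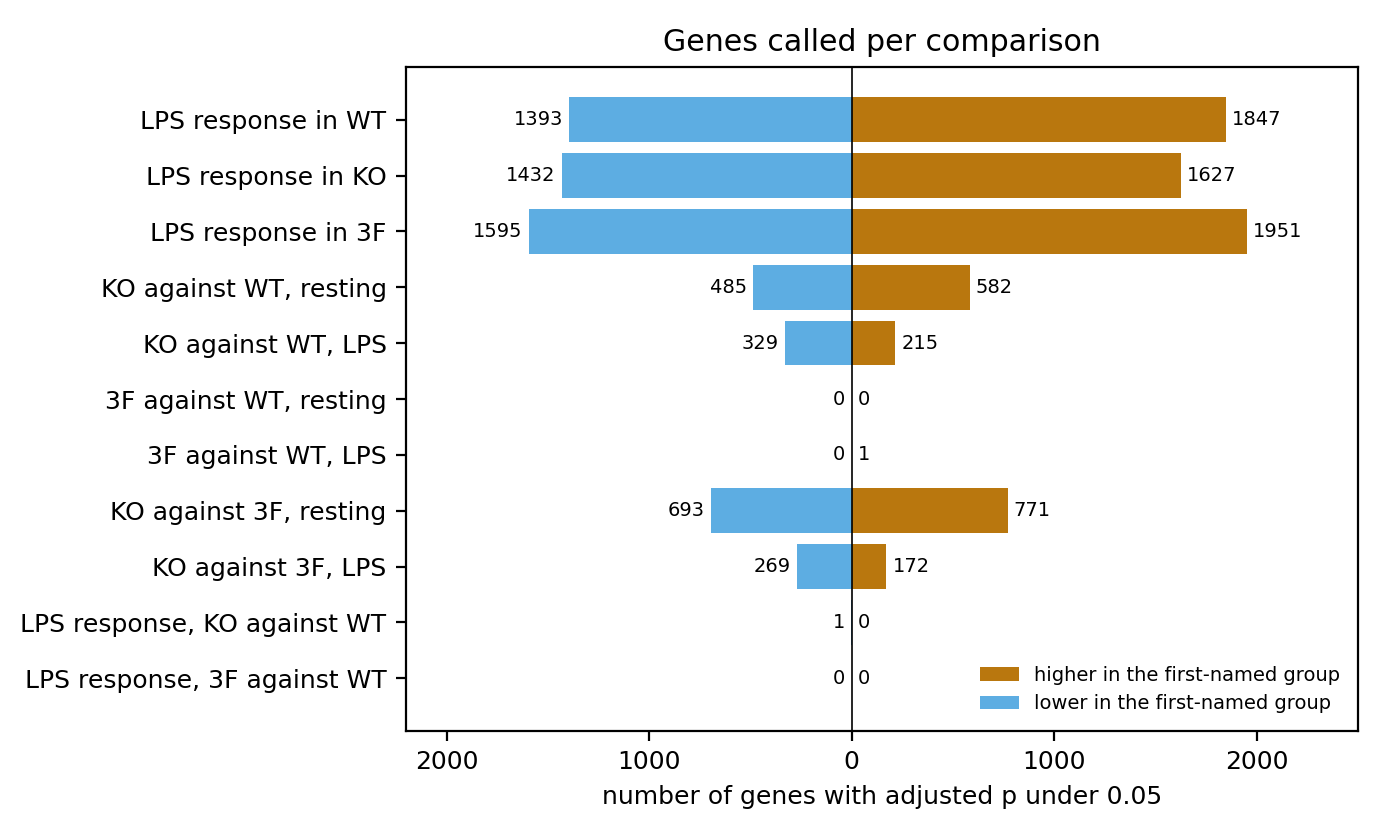
Bars give the number of genes with an adjusted p under 0.05 in each of 11 comparisons, to the right for genes higher and to the left for genes lower in the first-named group or with LPS. The comparisons of 3F with WT gave 0 and 1 genes, against 1067 and 544 for KO with WT.

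The interactions ask whether the LPS response itself differs between genotypes. For KO against WT 1 gene was called, with 560 at an unadjusted p under 0.05. It was Clmp (ENSMUSG00000032024, chromosome 9, 40685962 to 40785319), whose response was lower in KO by −1.92 ± 0.28 (log2, SE) with an adjusted p of 0.0369. Its level was not lower in KO in either state, at 13.1 ± 4.04 CPM in resting KO and 2.61 ± 0.62 in resting WT, and 52.3 ± 6.41 and 38.9 ± 1.72 with LPS (SD, n = 3 each), so the lower response goes with a higher resting level. Its log2 responses within animals ran from 3.51 to 4.28 in WT and from 1.54 to 2.38 in KO. With an animal block the difference was −1.89 with an adjusted p of 0.195, and without any 1 of 9 of the 12 libraries the adjusted p was above 0.05 as well, up to 0.228. Quality weights gave 57 genes, the largest count under any alternative. For 3F against WT 0 genes were called, with 203 at an unadjusted p under 0.05. That number was 768 without resting WT replicate 1, 847 without resting 3F replicate 1 and 95 without resting WT replicate 2.

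Il6, Tnf and Il1b are the cytokines the study measured as proteins. It assayed all 3 in the serum of mice given LPS, and IL-6 alone in the medium of BMDMs. With LPS, Il6 stood at 2.04 ± 1.15 CPM in KO, 0.475 ± 0.235 in WT and 0.318 ± 0.236 in 3F (SD, n = 3 each), between 1 and 47 counts per library. It was higher in KO than in WT by 2.09 ± 0.65 with an adjusted p of 0.0733, and 0.00765 adjusted over the list alone, in 3 of 3 KO libraries. With a block for replicate number, which did not pair animals across genotypes, the difference was 2.04 with an adjusted p of 0.0458. Against 3F the difference was 2.78 ± 0.71 with an adjusted p of 0.0389. Il6 was at or below the floor in resting WT and KO libraries. Il1b with LPS stood at 451 ± 115 CPM in KO, 95.9 ± 37.1 in WT and 132 ± 47.5 in 3F (SD, n = 3 each), and the difference between KO and WT was 2.23 ± 0.66 with an adjusted p of 0.0639, and 0.00765 adjusted over the list alone, in 3 of 3 KO libraries. Il1b was also higher in KO than in 3F with LPS, by 1.77 ± 0.65 (adjusted p 0.159 over all genes, 0.0232 over the list alone). Tnf was higher in resting KO than in resting WT by 0.83 ± 0.21 with an adjusted p of 0.0193, in 3 of 3 KO libraries. The Tnf difference with LPS was 0.47 ± 0.20 with an adjusted p of 0.224, and 0.0334 adjusted over the list alone. Leaving out resting WT replicate 1 or 2 or resting KO replicate 1 removed the Tnf call, with adjusted p values of 0.0927, 0.0793 and 0.0663. None of the 3 genes was called between 3F and WT, where the adjusted p values were 0.843 or more. Their interactions were not called either.

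Of 24 tests of gene lists, 13 were called with camera. The alternative that moved this most was an estimated correlation between genes, under which 0 of the 24 were called. Under fry 4 held, namely TLR4 signalling, the interferon response and proliferation in resting KO against WT, and proliferation in KO against WT with LPS. In resting KO the median log2 difference from WT was 4.32 for the interferon list (28 of 28 genes higher, adjusted p 6.81e-18), −1.63 for proliferation (26 of 26 lower, 3.83e-20), 0.31 for TLR4 signalling (25 of 27 higher, 2.47e-06) and 1.62 for inflammatory cytokines (21 of 26 higher, 0.000931). The last was 0.95 with 6 genes at the floor set to their bound. In each of these lists 3 of 3 KO libraries lay beyond every WT library. Without resting KO replicate 3 the interferon median was 1.77. With LPS the medians in KO were −1.20 for proliferation (adjusted p 1.73e-19), 0.28 for TLR4 signalling (2.06e-05) and 0.48 for inflammatory cytokines (0.00474), each with 3 of 3 KO libraries beyond every WT library. The interferon median was 0.59 (0.00431) with 1 of 3 KO libraries beyond, and it was not called without WT replicate 2 (adjusted p 0.17).

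For 3F against WT the called lists were small in size. In resting BMDMs they were inflammatory cytokines, at a median of 0.46 (0.13 with 6 genes at their bound, adjusted p 0.00925, 1 of 3 libraries beyond WT), and proliferation, at −0.27 (0.00658, 2 of 3 libraries). With LPS they were TLR4 signalling, at 0.07 (0.0348, 2 of 3 libraries), and proliferation, at −0.09 (0.0415, 1 of 3 libraries). Each of these 4 lost its call when particular libraries were left out, with adjusted p values of 0.137 without resting WT replicate 1, 0.448 without resting 3F replicate 2, and 0.745 and 0.195 without WT replicate 2 with LPS. The direction of the proliferation list with LPS reversed without WT replicate 2 or 3F replicate 2, and in the latter case the list was called as higher (adjusted p 0.00497). Of the interactions, the interferon list in KO against WT was called, at a median of −3.60 (28 of 28 genes lower, adjusted p 1.01e-17), with 2 of 3 KO animals below every WT animal. Without resting KO replicate 3 this median was −1.11.

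**Figure D3:**
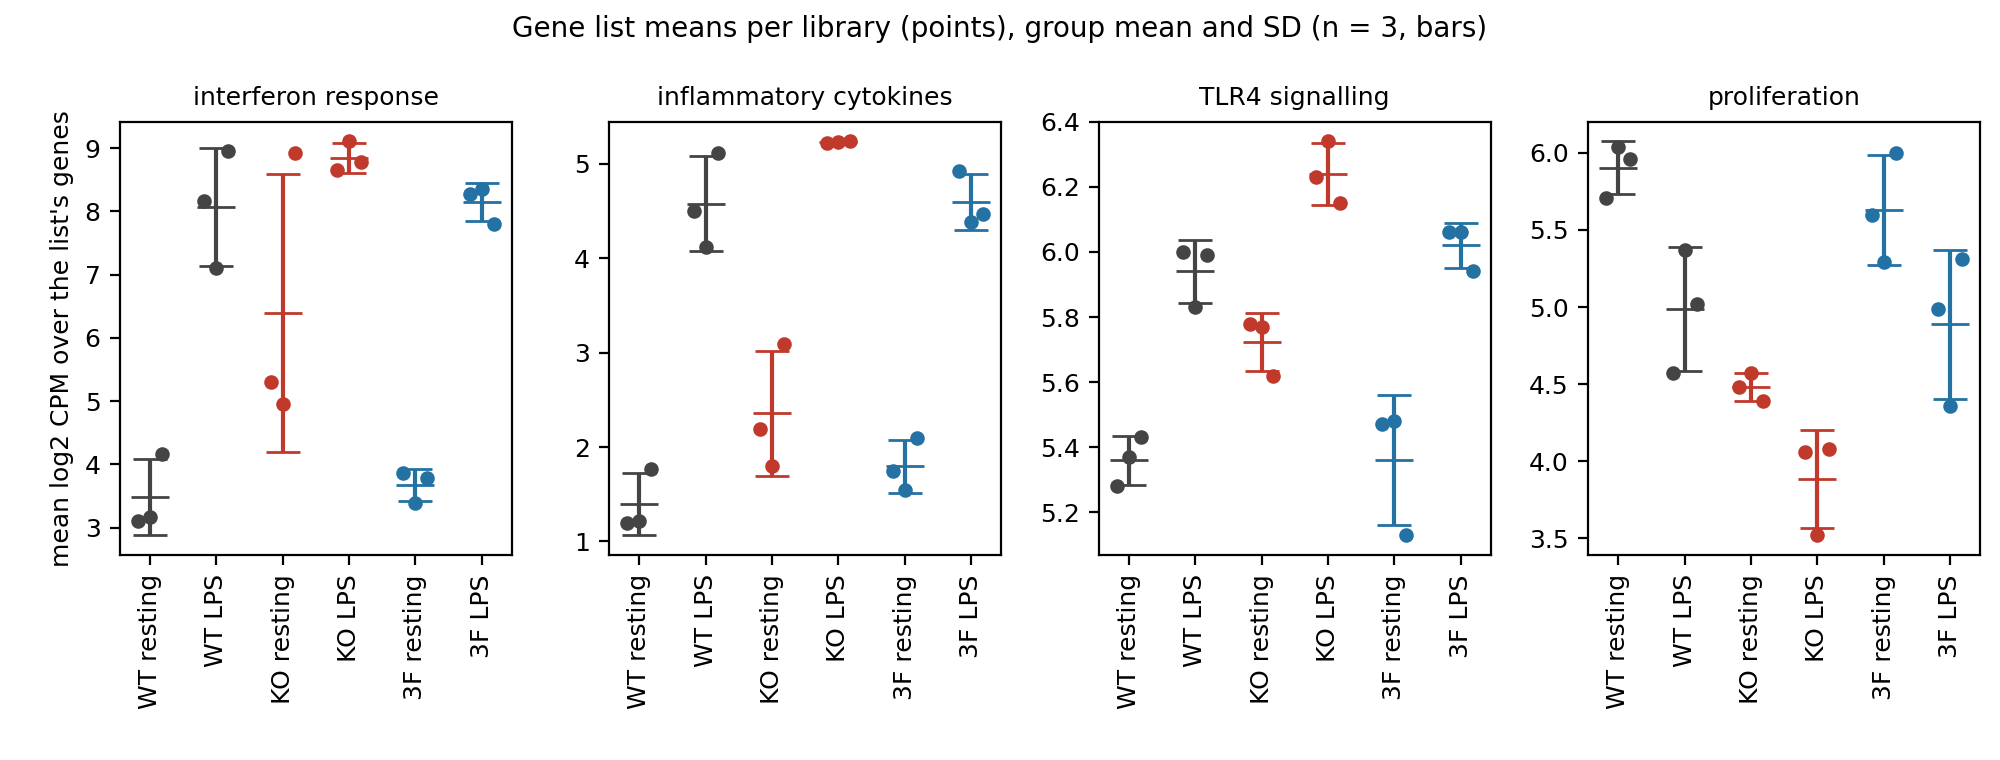
Points are libraries and show the mean log2 CPM over the genes of a list (vertical axis), with horizontal bars for the group mean and its SD (n = 3). Resting KO replicate 3 has an interferon mean of 8.92 against 5.30 and 4.96 in the other resting KO libraries, and the proliferation means of resting KO lie between 4.39 and 4.57 against 5.71 to 6.04 in resting WT.

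Predicted targets should shift upward together if loss of repression by miR-146a changes transcript levels. By the paper's account miR-146b differs from miR-146a only in its 3′ region, so these sites match both. From small RNA sequencing the paper proposes that miR-146b was higher in KO BMDMs, but not in 3F BMDMs. A missing shift in KO therefore does not exclude repression through this seed. The 2326 tested genes with a 7mer or 8mer site were compared with 7488 without a 6mer. Between KO and WT the difference in median log2 fold change was 0.003 in resting BMDMs (permutation p 0.755, adjusted p 0.755) and 0.005 with LPS (permutation p 0.303, adjusted p 0.404). The resting value depended on single libraries, at 0.037 (adjusted p 0.0002) without resting KO replicate 3 and −0.021 (adjusted p 0.0145) without resting WT replicate 1, and without KO replicate 2 the value with LPS was 0.016 (adjusted p 0.0391). Between 3F and WT it was −0.039 in resting BMDMs (permutation p 1e-05, the smallest that the resamples can give, adjusted p 4e-05) and 0.012 with LPS (permutation p 0.00053, adjusted p 0.00106). Against a background matched on 3′ UTR length and expression the 3F differences were −0.013 (adjusted p 0.626) and 0.002 (adjusted p 0.913). These tests are across genes, which are not independent replicates, and neither 3F difference was called with camera or fry. Without resting 3F replicate 3 the resting difference in 3F was 0.014 (adjusted p 0.0004), called in the opposite direction, and without 3F replicate 2 the difference with LPS was −0.001 (adjusted p 0.737).

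Genes called in KO against WT were used to ask how far 3F moves along the KO effect. Across 1067 genes in resting BMDMs the slope was 0.09 and Pearson's r was 0.41. In 30 simulations without any 3F effect the slope had a mean of 0.03 and ranged from −0.01 to 0.06, so none was as large. Among 10 splits of the real 3F and WT libraries the slope ranged from −0.05 to 0.21. A slope as large came from 7 of them, the real one included, so the simulations alone do not show that it is unusual. Across 544 genes with LPS the slope was 0.05 and r was 0.24. The simulated slopes there ranged from −0.02 to 0.09, and 10 of 30 were as large, as were 6 of 10 splits. The alternatives that moved the slopes most were the fits without resting WT replicate 3, at 0.17, and without WT replicate 3 with LPS, at 0.10. Slopes of single 3F libraries were 0.10, 0.07 and 0.04 for resting replicates 1 to 3, and 0.05, 0.10 and 0.00 with LPS.

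**Figure D4:**
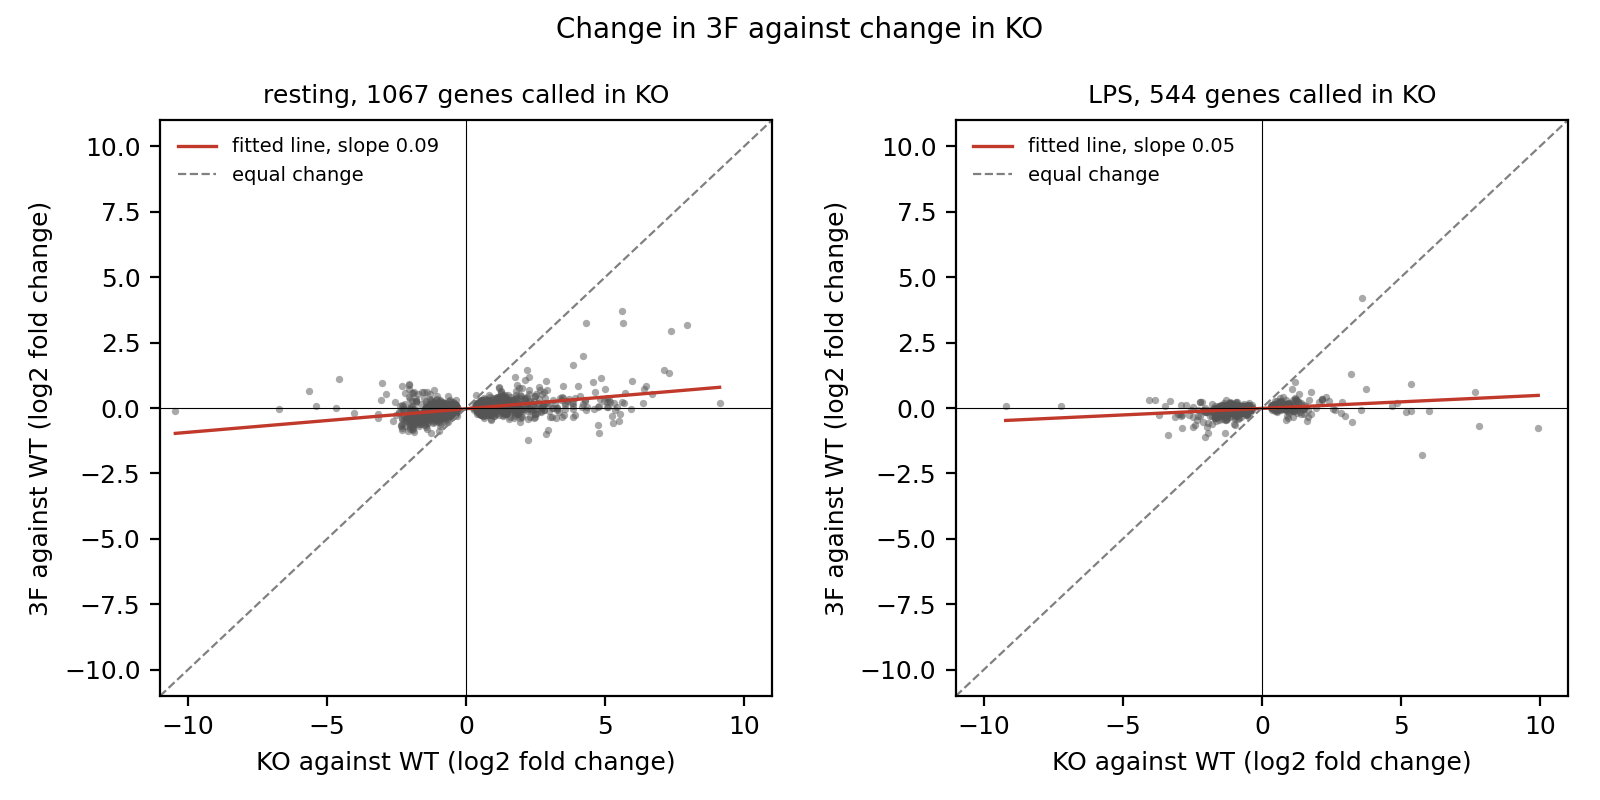
Each point is a gene called in KO against WT, with its log2 fold change of KO against WT on the horizontal axis and of 3F against WT on the vertical axis, in resting (left, 1067 genes) and LPS-treated BMDMs (right, 544 genes). The fitted lines have slopes of 0.09 and 0.05, and the dashed line marks an equal change.

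Of 16 genes that the study followed up because their protein response to LPS differed in KO or 3F, 14 were tested. Has1 and Krt14 were not, since they had at most 5 counts in any library. The transcript interaction had the sign of the protein change for 5 of the 14 genes (exact binomial p 0.424, two-sided), 1 of 6 chosen for KO and 4 of 8 chosen for 3F. None had an unadjusted p under 0.05 or was called, and the lowest adjusted p was 0.975 over all genes and 0.472 adjusted over the list alone. The study chose these genes on protein that, by its account, came from another fraction of the same replicates. The list is therefore not independent of these samples. The largest difference was that of Cdk12 in 3F, at 0.40 ± 0.22 (SE). With a replicate block the count was 6 of 14.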

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

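Of the tests in this part, those on the single libraries, on other cell types and exchanged numbers for the interferon list, on the floor and the animal block for Clmp, and on depth, few genes and genomic DNA for resting 3F replicate 3 were chosen only after the result had been seen.

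The interferon list responded less to LPS in KO than in WT, by a median of −3.60 (log2) over 28 genes, all lower, with a camera adjusted p of 1.01e-17. Under fry the adjusted p was 0.278 and with an estimated correlation 0.294. The difference arises because resting KO libraries already held more of these transcripts, and most of it comes from resting KO replicate 3. Several technical explanations were argued against by the tables. If BMDMs exposed to LPS had been mixed into, or exchanged with, that library, inflammatory genes would stand near their LPS level as well. Over 13 inflammatory genes the median was 21.8% of the LPS level (quartiles 4.46% to 51.7%), against 100% over 27 interferon genes (81.1% to 118%), with a permutation p of 0.00053 across genes. Genes low in KO with LPS, or rising little there, were left out of both sets. Cxcl9, Cxcl10 and Cxcl11 were kept out of the inflammatory set by name. Ccl7, Ccl2 and Il18 stood at 97.65%, 157% and 184.1%, so the argument rests on the other inflammatory genes, at 51.7% or below. Thinning all libraries to one total gave a median of −3.72, so depth does not account for it. Genes outside the list matched on length and expression had a median of −0.02 (507 genes, the 20 nearest to each interferon gene, each counted once). Of the marker lists of other cell types, the 3 with enough counts for a ratio rose in that library by at most 1.61-fold over the other resting KO libraries (neutrophil list, with 1.59-fold for osteoclasts and 1.17-fold for dendritic cells), against 14.9-fold for the interferon genes. The stromal, lymphocyte, mast cell and erythroid lists held 9, 4, 2 and 0 counts there, against at most 13 in the other resting KO libraries, so RNA of the cell types listed is argued against. Exchanged numbers among KO animals would leave the group means as they are, so the r of 0.54 across genes between resting KO replicate 3 and KO replicate 3 after LPS decides nothing. What stays open is why that library is high, and whether the smaller difference without it belongs to the genotype. Without resting KO replicate 3 the median was −1.11, still with 28 of 28 genes lower and a camera adjusted p of 4.65e-09, but fry gave an unadjusted p of 0.172, which is a rotation rather than an exact test. The difference between KO and WT in resting BMDMs then had a median of 1.77, with 15 of the 28 genes called in place of 27. The size beyond −1.11 therefore rests on that single library. Whether the −1.11 that remains belongs to the genotype is not settled, since 2 KO animals are left in the resting state.

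The LPS response of Clmp was lower in KO than in WT by −1.92 (log2), the 1 gene called of 11357. Resting KO libraries held 13.1 CPM of it against 2.61 in resting WT, and with LPS 52.3 against 38.9, so the response is lower because the resting level is higher. Thinned counts gave −2.06 (adjusted p 0.0311), which argues against depth, and the resting WT libraries held between 26 and 41 counts, which argues against counts near the floor. A difference between animals stays open. Each animal gives 1 library per state, so the animal block leaves the estimate nearly as it is by construction, at −1.89 ± 0.28 (SE). The adjusted p with that block was 0.195, so the call is lost. Clmp was not called either with the compared groups alone or with at least 10 counts in every library. DESeq2 kept the call, at −1.94 with an adjusted p of 1.39e-06, as did its normalization in edgeR, no filter and quality weights. Exchanging animals between KO and WT gave a call in 1 of the 10 splits, the real one, and 10 splits cannot give a share under 0.1. An effect of the genotype on Clmp and a difference between these 6 animals cannot be told apart, and no other biological explanation was tested.

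Genes that were left out of the tests for low counts held 17831 counts in resting 3F replicate 3, or 4380 CPM of its total, against 263 to 431 in the other 17 libraries. The library is the shallowest, at 4071084 counts. Depth is argued against, since resting WT libraries thinned to this total held at most 1695 such counts. A few genes are argued against, since among 5884 genes with at most 3 counts over the other 17 libraries, 2088 had at least 1 count here, the highest had 17, and the 10 highest held 2.30% of the 5779 counts. RNA of other cell types is argued against by their markers, since 18 marker genes among these silent genes held 5 counts, 0.433 times the density on autosomes. Genomic DNA in the library is a candidate source. Counts per kb of exon on silent genes of chromosome X were 0.512 times those on autosomes (95% bootstrap interval 0.404 to 0.625), where 1 X copy beside a pair of autosomes gives 0.5. Autosomes ranged from 0.420 to 0.689 counts per kb. Of the 5198 autosomal silent genes 38.1% were hit where 58.1% would be if counts fell by length alone, so the spread was not even. The library expresses Y-linked genes (summed log2 CPM 8.90), so 1 Y copy would be expected to give a density near that of X. Chromosome Y held 0.0305 counts per kb against 0.271 on X and 0.530 on autosomes. The authors, however, counted only reads above a minimum mapping quality, which leaves out reads that fit several places. How many silent genes on X or Y have copies alike in sequence was not measured. The low density on Y therefore cannot decide whether genomic DNA is a full account. No biological explanation was tested.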

How the results depend on the processing

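Alternatives for the gene counts, the predicted targets, the shifts and the lists were run as listed under the processing, and none was added after the results were seen. The covariate for sex was not run. The cause of each change below was not tested, except where fewer libraries or genes entered a fit by construction.

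With the normalization of DESeq2 in edgeR each count stayed within 1.5 times its value, and the share of called genes that rose with LPS in WT was 52.9% in place of 57.0%. The balance of directions in KO, 1627 higher and 1432 lower, turned to 1476 and 1582 under it, and lower genes were also the more numerous with DESeq2 (1621 and 1713), thinned counts (1081 and 1253), at least 10 counts (1200 and 1497), no filter (1209 and 1391) and the compared groups alone (1212 and 1310). In 3F they were so with DESeq2 (1945 and 1959) and at least 10 counts (1577 and 1623). The LPS responses stayed within 1.5 times their counts under all alternatives but limma-voom with quality weights, which gave 5218 genes in WT, 6073 in KO and 5478 in 3F. Quality weights also gave 2259 and 1777 genes for KO against WT, 2 for 3F against WT in resting BMDMs, 2916 and 1842 for KO against 3F, and 57 for the KO interaction. Resting KO replicate 3 and resting 3F replicate 3 carried the lowest weights, at 0.169 and 0.149.

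A fit of the compared groups alone gave 380 and 1040 genes for KO against WT (resting and LPS), 0 for 3F against WT with LPS, 10 and 1665 for KO against 3F, and 0 for the KO interaction. DESeq2 gave 983 genes for KO against WT with LPS, 2 and 2 for 3F against WT, 801 for KO against 3F with LPS, 23 for the KO interaction, and 1 call for Irak1 and Traf6. Counts thinned to the shallowest library, with 10481 genes tested, gave 300 genes for KO against WT with LPS, 254 for KO against 3F with LPS, 0 for 3F against WT with LPS and 2 for the KO interaction. Without a filter, over 19883 genes, 3F against WT in resting BMDMs gave 1 gene and the KO interaction 2. With at least 10 counts in every library, over 9788 genes, 3F against WT with LPS and the KO interaction both gave 0. The block of animals gave 0 genes for the KO interaction, where Clmp stood at −1.89.

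For predicted targets, 8mer sites alone gave −0.012 for resting KO, the opposite sign, and 0.015 (adjusted p 0.375) for 3F with LPS. The matched background, with 1916 of 2326 site genes, gave −0.009 for resting KO, again the opposite sign, −0.013 for resting 3F (adjusted p 0.626) and 0.002 for 3F with LPS (adjusted p 0.913). Camera gave adjusted p values of 0.388 and 0.911 for 3F in the resting and LPS states, and fry gave 0.966 for both and for KO with LPS, where its direction was the opposite. For gene lists, an estimated correlation left 0 calls and fry 4, while the block for replicate number gave 16 and the normalization of DESeq2 14, each with all 13 calls kept. Of the values of single lists and named genes, 24 fell below their threshold, namely 13 lists with the estimated correlation, 9 with fry, Chil1 with DESeq2 and Clmp with the block of animals. Il6 in KO against WT with LPS, under the block for replicate number, rose above it.

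Fits that each left out 1 library of the groups compared ranged from 401 to 1047 genes for KO against WT in resting BMDMs and from 185 to 423 with LPS, from 0 to 1 for 3F against WT in each state, from 735 to 1818 and from 142 to 312 for KO against 3F, and from 0 to 4 for the KO interaction. Libraries of other groups mattered as well, since all groups share one fit, though which part of the fit was at work was not tested. The balance of directions moved too. The LPS response in KO had 1775 genes higher and 2064 lower without resting 3F replicate 3, in place of 1627 and 1432. That in 3F had 1712 and 1738 without KO replicate 2 with LPS, in place of 1951 and 1595. Without resting 3F replicate 3, KO against WT gave 1613 genes in resting BMDMs and 972 with LPS, KO against 3F 730 with LPS, and the KO interaction 7, and without resting KO replicate 3 the LPS counts were 954 and 759. The LPS responses ranged from 2154 to 4037 genes, with no count outside 1.5 times the full one, and the 3F interaction stayed at 0. Target differences ranged from −0.024 to 0.037 and from −0.002 to 0.019 for KO, and from −0.071 to 0.014 and from −0.001 to 0.025 for 3F. Slopes of the shifts ranged from 0.05 to 0.17 in resting BMDMs and from 0.03 to 0.10 with LPS. Irak1 and Traf6 gave 0 or 1 calls. Of 32 calls of named genes, 27 to 32 held in each of these fits. Signs also reversed for Il6 in resting 3F (from −0.56 to 1.53, with WT at the floor), for Irak1 in resting 3F (from −0.22 to 0.08) and for the proliferation list in 3F with LPS, whose adjusted p ranged from 7.41e-09 to 0.195.

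Depth limits Il6, which held at most 47 counts in a library, and comparisons that use resting 3F replicate 3 at 4071084 counts.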

Other observations

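The tests of genes shared by both states and of their positions, of a single 3F library and of splits of the libraries were chosen only after the results had been seen.

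Each comparison of 3 libraries with 3 allows 10 splits of the same 6 libraries, so the share of splits that reach the real value cannot be under 0.1. The real split alone, 1 of the 10, gave as many genes for the LPS response in WT, KO and 3F, for KO against WT and KO against 3F in both states, and for the KO interaction. The other splits gave 0 genes in these LPS responses, including the other 3 that part all 3 pairs of resting and LPS libraries, as the real one does. In the splits, list tests were adjusted over the 12 of one pair of genotypes rather than all 24, which changes the real counts from 9 to 10 for KO and from 4 to 2 for 3F. For KO against WT lists, 1 of 10 splits, the real one, reached its 10 called tests, but other splits reached up to 9. For 3F against WT all 10 splits reached the 0 genes of the resting comparison and of the interaction. No count can be below 0, so this decides nothing. The 1 gene with LPS was reached by 2 splits. For 3F lists 7 of 10 splits reached the 2 calls made there, and 1 split made 8. Differences of predicted targets were reached by 9 and 6 of 10 splits for KO and by 6 and 7 for 3F in the resting and LPS states, and the shifts of 3F by 7 and 6.

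Predicted targets were lower in resting 3F by −0.039 in the median. The longer 3′ UTR of genes with a site, 2457 bases in the median against 793 without one, is a candidate explanation, since against matched genes the difference was −0.013. A single library is another, since without resting 3F replicate 3, the library discussed above for its counts on silent genes, the difference was 0.014 (adjusted p 0.0004), so the shift did not vanish but was called in the opposite direction. Neither explanation excludes the other, and an effect of the altered microRNA was not tested apart from them.

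Trim12a and Trim5 were nearly absent from KO libraries, and reads given to another copy of similar sequence could produce this. In resting KO replicates 1 and 2 they fell by 16.8 CPM together, while those of the other 8 copies in the cluster that rose gained 57.4 CPM in sum, including Trim34b (4.85) and Trim12c (7.06), though Trim34a changed by −10.5 CPM and the net change of the 8 was 38.3 CPM. With LPS the pair fell by 41.8 CPM, the copies that rose gained 141 and the net change of the 8 was 10.4, less than the loss. Trim30a was among the copies that rose, from 54.1 CPM in WT to 218 in KO over all resting libraries and from 360 to 466 with LPS. How alike it and the other copies are to the pair was not measured. Because other copies change in both directions, in sum by more than the reads in question, misplaced reads and a true loss cannot be told apart.

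Of the 274 genes that differed between KO and WT in both states, 54 were not called for LPS in any genotype. Segments of one parental strain fixed in the KO animals may contribute, as the mice are of mixed 129 and B6 background. Along the chromosomes, 4 of the 54 had at least 2 others within 5 Mb, against a mean of 2.75 for random genes (permutation p 0.316), which leaves this open. Chromosome 7 held 14 of them where 4.37 would be expected, with a permutation p of 0.0002 for the fullest chromosome of random draws, from Zfp111 (24193947) to Itgad (128154376) and with Plekha7 and Trim34b among them. The annotation places miR-146a on chromosome 11. Strain and genotype cannot be separated by these libraries, and the counts give no sequence variants to test it.

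Summed CPM of marker lists, given as the range over resting KO and then resting WT libraries, was as follows. The macrophage list, with all 8 genes past the count filter, held 60212 to 61692 against 31961 to 48129, with Lyz2 at 53910 and 35144 in the mean. The neutrophil list, with 8 of 12 genes past the filter, held 64.8 to 121 against 40.9 to 55.3, with Mmp8 at 57.9 and 29.4. The osteoclast list, with 6 of 8 genes past the filter, held 298 to 536 against 355 to 389. The dendritic cell list held 0.927 to 1.12 against 0.677 to 0.788 and the stromal list 0.612 to 1.01 against 0.657 to 3.96. The lymphocyte list held 0.449 to 0.494 against 0.263 to 0.580, the mast cell or basophil list 0.0618 to 0.229 against 0.0657 to 0.151, and the erythroid list 0 to 0.185 against 0.0657 to 0.0967. Of the 8 stromal genes 1 passed the filter, and of the 8 listed for each of the dendritic, lymphocyte, mast cell and erythroid lists 0 did. No marker gene stands in more than one of these lists.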
